A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

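Genomic DNA from the tails of 1 family of C57BL/6J/Nrs mice was compared with DNA of 1 reference male by 2-colour array CGH, in which the DNA of a mouse and the reference DNA carry different dyes and compete for the same probes. The family was made up of 1 male parent, 1 female parent and 6 offspring. Each mouse was hybridised on 2 arrays with the dyes swapped, so that 16 arrays were read for 8 mice. The 2 arrays of a mouse hold the same pair of DNA samples and were counted as 1 replicate. The arrays lay on 3 slides: slide 1 held both parents and offspring 1 and 2, slide 2 held offspring 3, and slide 3 held offspring 4, 5 and 6.

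Per the labels, the series concerns male mice exposed to gamma-rays at 20 mGy/day for 400 days, while the design line of the same labels calls the male parent non-irradiated. The mice of this family have names that start with 20mGy. In the study, so do the mice listed for the irradiated group, while those of the non-irradiated group have another prefix. The names thus place this family in the irradiated group. No family with another exposure was in this series, so that no comparison by exposure was made. The labels do not give the sex of the offspring.

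The deposited scanner files were made with Agilent Feature Extraction 10.7.1.1. Per the file headers, the processed signal of each channel is an intensity, with the background subtracted, spatial trends removed and a linear dye normalization applied. The deposited ratio of each spot is the log10 of the Cy5 over the Cy3 processed signal. The authors also deposited a table with the log2 ratio of reference over mouse for each spot, which was checked to hold the ratios of the scanner files after a change of base and sign. Median spot and local background signals were given as intensity without normalization per the file headers. Probe coordinates were those of the files, on the mouse assembly mm9. Gene annotation was not used here, because the annotation at hand was of another assembly and positions were not converted, so that regions are given by position alone.

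The log10 ratios were turned into log2 mouse/reference ratios with the sign set by the dye of the mouse. Spots that the scanner software marked as outliers in either channel were left out, repeated spots of a probe were averaged, and each array was centred on its autosomal median. Each array held 56926 spots other than controls, for 52909 probes, of which 51902 had 1 spot and 1007 had more. The main comparisons used the 52858 probes on the 19 autosomes. The 48 X probes and 3 Y probes were summarised separately. The number of arrays limits the precision. The median reference signal lay between 803 and 949 across arrays, and 15.5 to 28.0 times over the local background. No spot was saturated.

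A probe was called positive in a mouse when the log2 ratio passed 0.5 in the same direction in both arrays. A probe that passed 0.5 with the dye instead of with the mouse in both arrays was counted as dye-following, which reflects the dye effect of probes. A region was a run of 2 or more autosomal probes positive in the same direction in at least 1 mouse, with neighbouring positive probes at most 3 probes and at most 5 kb apart. A mouse carried a region when 2 or more of its probes were positive in that mouse, and a region carried by 1 mouse only was called private. A candidate de novo region was such a run in an offspring at probes positive in neither parent. The qPCR step of the study and its first screening arrays were not analysed here.

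Probe-wise tests used limma 3.58.1 in R 4.3.3, on the mean of the 2 arrays of each mouse, with moderated tests and Benjamini-Hochberg adjusted p under 0.05. One fit tested the mean of the 8 mice against 0, with an absolute mean log2 ratio over 0.5 also required. Another fit tested the mean of the 6 offspring minus the mean of the 2 parents. Because the reference was 1 mouse and the 8 mice were relatives, these tests leave out the spread between reference mice and between families. Counts per mouse were compared by an exact permutation test, two-sided, over all 28 splits of 8 mice into 6 and 2, for which the smallest possible p is 0.0357. The share of offspring carrying a region of 1 parent was compared with 0.5 by an exact binomial test, two-sided, with a Clopper-Pearson interval at 95%. Permutation and binomial tests used scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and plots used matplotlib 3.10.9.

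The tests, thresholds and rules above, and the alternatives to them, were fixed before the data were examined, except where stated. Regions were named by the following rule. All candidate de novo regions were named if there were 10 or fewer, and otherwise the 5 with the most positive probes. Of the regions carried by all 8 mice and of those carried by exactly 1 parent, the 5 with the most probes were named. Ties were broken by the larger absolute mean log2 ratio. Other regions and probes given by position were chosen after their values were seen.

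The alternatives were normexp background correction with an offset of 50, the deposited log2 table, no centring, spots marked as outliers kept, probes not well above background in the reference channel left out, the median of repeated spots, and only the array with the mouse in Cy5 or in Cy3. For the probe-wise tests they also included the slide as a block, the limit on the ratio added or dropped, and each mouse left out. For regions they included a threshold of 0.8, 3 or more probes, a gap of 1 kb or no limit in kb, carriers by the median of the region, the mice of slide 1 only, 1 region per chromosome, each offspring left out, and, for candidate de novo regions, a difference of more than 0.5 from each parent at each probe. The normexp correction was applied to the median signals, because the files hold no mean signals. The random block for slide used statmod 1.5.0. The following alternatives were chosen after seeing the data. Regions of the same direction at most 50 kb apart were joined into stretches, carried when the median of the positive probes passed 0.5 in the mean of both arrays. A probe was called positive from the mean of both arrays. Each offspring was left out of the comparisons of counts per mouse.

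The scripts for the probe-wise tests and for regions were first tested on simulated data over the 52858 autosomal probes. With a change of 1 on the log2 scale, 200 of 200 changed probes were recovered for the family mean with 0 false calls, and 195 of 200 for offspring minus parents with 11 false calls. Of 120 simulated regions of 6 probes with a loss of 1, 120 were found, all 60 that were new in 1 offspring were called, and 0 of the inherited ones gave a run called new. With the smaller ratio of a gain of 1 copy in 2, 110 of 120 regions were found, 51 of 60 new ones were called, and the inherited ones gave 69 runs called new. The last number was 0 when the offspring also had to differ by more than 0.5 from each parent. The simulation gave every probe of a region the full ratio, 0.58 for a gain, with independent noise. In the real chromosome 4 gain the median was 0.37 to 0.38. There 8.78% to 14.1% of the probes of carriers were positive, against 43.9% in the simulated gain. The numbers for simulated gains thus do not carry over to that gain.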

Results

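Copy-number differences were measured by array CGH in 8 mice of 1 family against 1 reference male. The arrays were custom ones of the second screening, in which probes of 45 to 60 nt were placed densely in selected places, with a median of 91 bp between the starts of neighbouring autosomal probes. The probes fell into 3181 clusters more than 5 kb apart. Between 98 and 256 spots per array were marked as outliers by the scanner software, and between 268 and 1527 reference spots were not well above background. The SD of the log2 ratio over autosomal probes was 0.128 to 0.223 per array. The autosomal median before centring was -0.01 to 0.02. Across probes, the dye effect of a probe, taken as the signed difference of the dye-swap arrays divided by their number, was shared between mice, with Pearson r of 0.585 to 0.855 over the 28 pairs of mice and 52640 probes. Probes are not independent replicates. Within a mouse, its SD was 0.130 to 0.153 and that of the mouse mean was 0.0736 to 0.145.

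The first comparison asked which autosomal probes differed between the family and the reference mouse. In limma, 12 of 52856 probes had an adjusted p under 0.05, of which 2 were higher and 10 were lower in the family, and 7201 probes had an unadjusted p under 0.05. Only 1 probe also passed the limit of 0.5. It lay at chromosome 13, 95707465 to 95707524, and had a mean log2 ratio of 1.03 ± 0.09 (SE, n = 8) with an adjusted p of 0.0125 in limma. All 8 mice were higher than the reference there, from 0.58 in offspring 6 to 1.52 in offspring 3. The next probe, 95707782 to 95707831, had ratios of -0.07 to 0.02. The 10 lower probes included 4 on chromosome 19 between 23966917 and 23967162 and 3 on chromosome 14 between 61800712 and 61801379, and their means were -0.12 to -0.35. The count past the limit moved most when only the array with the mouse in Cy3 was used, to 293 probes. It was 0 without offspring 1, without offspring 4 and without offspring 5. With the slide as a random block it was also 0, with a smallest adjusted p of 0.110 in limma and 3071 probes at an unadjusted p under 0.05.

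The second comparison asked for a shift shared by the offspring. Offspring minus parents gave 0 of 52846 autosomal probes with an adjusted p under 0.05 in limma, 980 with an unadjusted p under 0.05 and a smallest adjusted p of 0.9999. The 18 alternatives also gave 0 probes, with 785 to 2919 at an unadjusted p under 0.05 and adjusted p no lower than 0.0656.

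The third comparison asked whether positive probes were more frequent in the offspring than in the parents. The offspring had 182 ± 109 positive autosomal probes (SD, n = 6) and the 2 parents had a mean of 180.5. The difference of 1.5 was smaller than the spread between offspring, with p = 0.964 in the exact permutation test. The male parent had 130 positive probes, of which 93 were gains, and the female parent had 231, of which 225 were losses. Offspring 1 to 6 had 248, 76, 17, 226, 232 and 293 positive probes. Losses shared by the female parent and offspring 4, 5 and 6, described below, enter these counts. They include a region of 134 probes on chromosome 3 and 47 single probes. The counts and their spread thus depend on which mice carry this set, so that the test does not isolate a difference by generation. No alternative left this set out. Dye-following probes numbered 47 to 127 per mouse, more than the positive probes in offspring 3, where the count was 47, and nearly as many in the male parent, where it was 127. The difference moved most when only the array with the mouse in Cy5 was used, to 107 probes with p = 0.714 in the exact permutation test, and it changed sign under several alternatives.

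**Figure D1:**
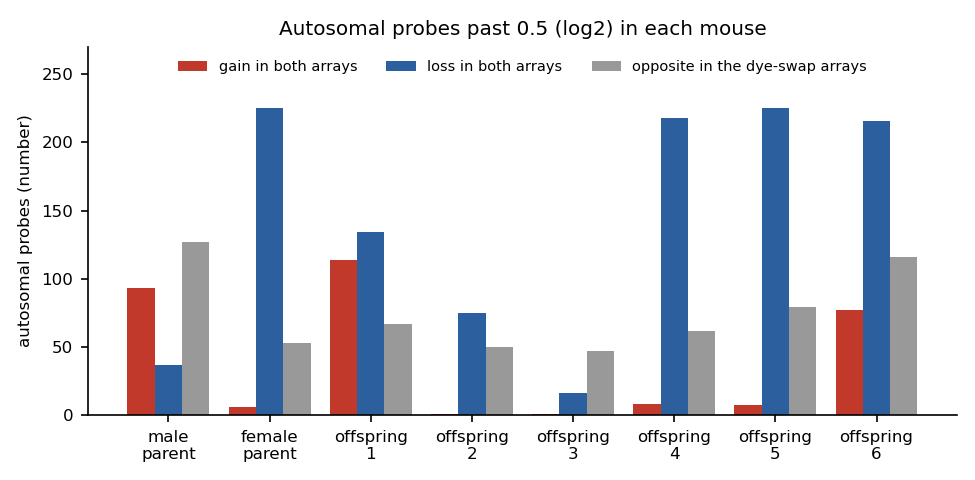
Number of autosomal probes (vertical axis) past 0.5 on the log2 scale in each mouse (horizontal axis), with bars for gains in both arrays, losses in both arrays and probes that followed the dye. Losses numbered 225 in the female parent and 218, 225 and 216 in offspring 4, 5 and 6, and 16 to 134 in the other 4 mice.

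Private regions per mouse were compared in the same way. A region of a parent is no longer private once an offspring carries it, while a region new in 1 offspring is private. The parents thus give no level of noise for the offspring, and the test cannot show whether offspring had more new regions. The offspring had 3.5 ± 5.65 private regions (SD, n = 6) and the parents a mean of 3. The difference of 0.5 was within the spread between offspring, with p = 0.929 in the exact permutation test. Offspring 1 had 14 private regions, offspring 6 and the male parent had 6 each, offspring 3 had 1, and the other 4 mice had 0. Without offspring 1 the difference was -6. Of the 27 regions carried by 1 mouse, 21 lay inside a chromosome 4 stretch that was gained in 3 mice, including all 6 of the male parent, all 6 of offspring 6 and 9 of the 14 of offspring 1. With regions joined into stretches, an alternative chosen after seeing the data, the means were 0.667 in the offspring and 0 in the parents.

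Over the 8 mice, 71 runs of positive probes were formed and 63 of them were carried by at least 1 mouse. The 63 regions comprised 44 gains and 19 losses on 11 chromosomes. Of these, 27 were carried by 1 mouse, 14 by 2, 10 by 3 and 12 by 4, and no region was carried by more than 4 mice. The count ranged from 9 at a threshold of 0.8 to 340 with only the array that had the mouse in Cy5. The male parent carried 26 regions, the female parent 13, and offspring 1 to 6 carried 36, 1, 2, 12, 12 and 31. No region was carried by both parents, and 24 were carried by neither. The loss on chromosome 9, 74330099 to 74330215, counted for the female parent only, with a mean of -0.85. The male parent had a mean of -0.52 there but was not a carrier by the rule. This loss enters the comparison of regions of 1 parent below.

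The largest region carried by exactly 1 parent was a loss on chromosome 3, 25416378 to 25455084, with 134 positive probes. Its mean log2 ratio was -1.77 ± 0.52 in the female parent (SD over probes), -1.74 ± 0.52 in offspring 4, -1.78 ± 0.53 in offspring 5 and -1.76 ± 0.53 in offspring 6. The other 4 mice had -0.02 to -0.00. The next 4 regions by number of probes were gains on chromosome 4 carried by the male parent and offspring 1 and 6. At 101226580 to 101227638, with 8 probes, their ratios were 0.59 ± 0.11, 0.61 ± 0.12 and 0.58 ± 0.11 (SD over probes). At 101166843 to 101168184, with 8 probes, they were 0.55 ± 0.03, 0.56 ± 0.07 and 0.56 ± 0.08. At 101182552 to 101184214, with 7 probes, they were 0.56 ± 0.11, 0.56 ± 0.11 and 0.60 ± 0.09. At 101228805 to 101230572, with 6 probes, they were 0.61 ± 0.14, 0.52 ± 0.15 and 0.46 ± 0.10. The other 5 mice lay between -0.08 and 0.09 in these 4 regions.

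Many of the regions lay close together. Joined over gaps of up to 50 kb, an alternative chosen after seeing the data, the 71 runs formed 21 stretches. A single stretch on chromosome 4, 101126868 to 101267640, took in 47 of the runs and 43 of the 63 carried regions. Over its 786 array probes the median log2 ratio was 0.37 in the male parent, 0.37 in offspring 1 and 0.38 in offspring 6, and -0.01 to 0.01 in the other 5 mice. Only 91 of these probes were positive in the male parent (11.6%), 111 in offspring 1 (14.1%) and 69 in offspring 6 (8.78%), so that the rule broke the stretch into short regions. The ratio rose with the length of the probe. In the male parent its median was 0.16 over the 205 probes of 45 to 49 nt, 0.35 over the 274 probes of 50 to 59 nt and 0.49 over the 307 probes of 60 nt.

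**Figure D2:**
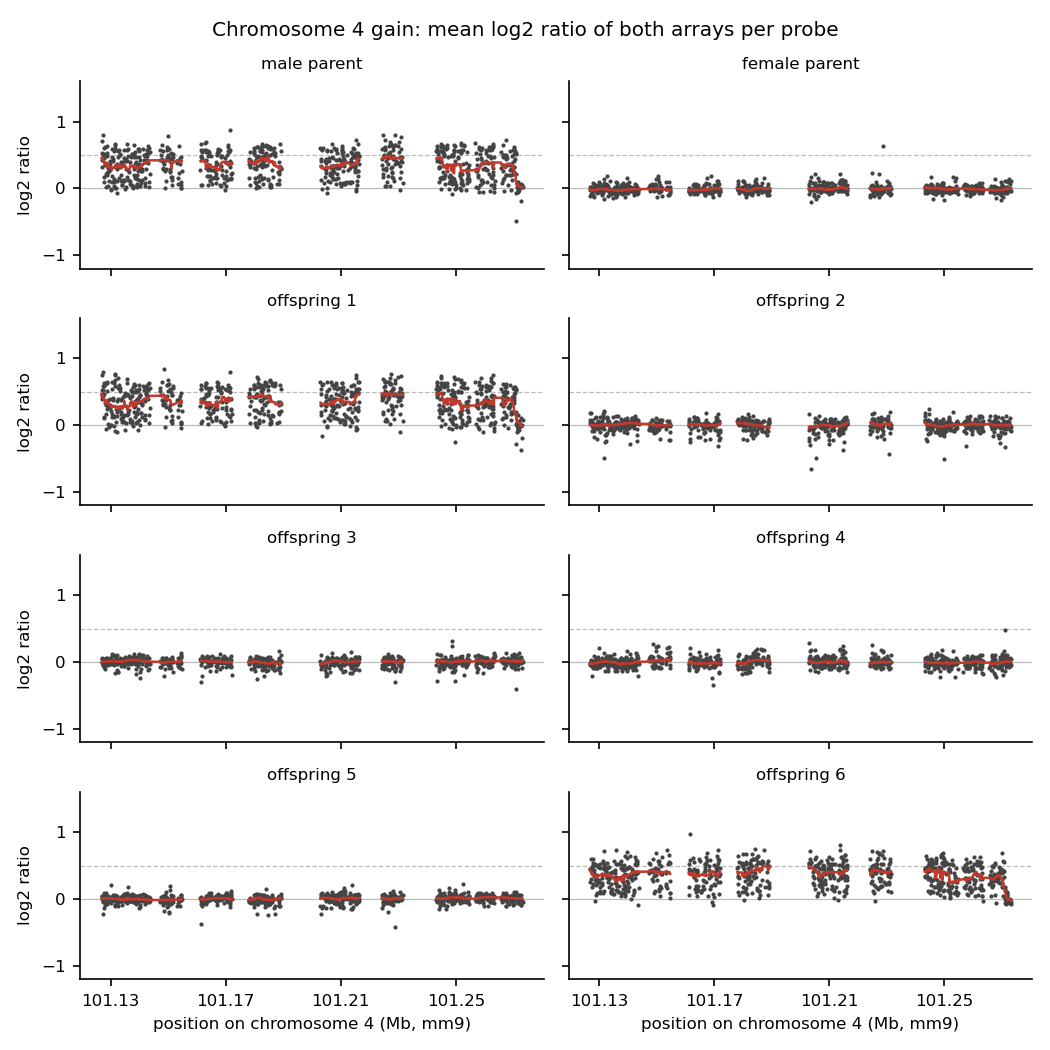
Mean log2 mouse/reference ratio of both arrays (vertical axis) at each probe of the chromosome 4 stretch and its flanks by position in Mb on mm9 (horizontal axis), 1 panel per mouse. Points are probes, the line is a running median, and the dashed line marks 0.5. The median over the stretch was 0.37 or 0.38 in the male parent and offspring 1 and 6, and -0.01 to 0.01 in the other 5 mice.

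**Figure D3:**
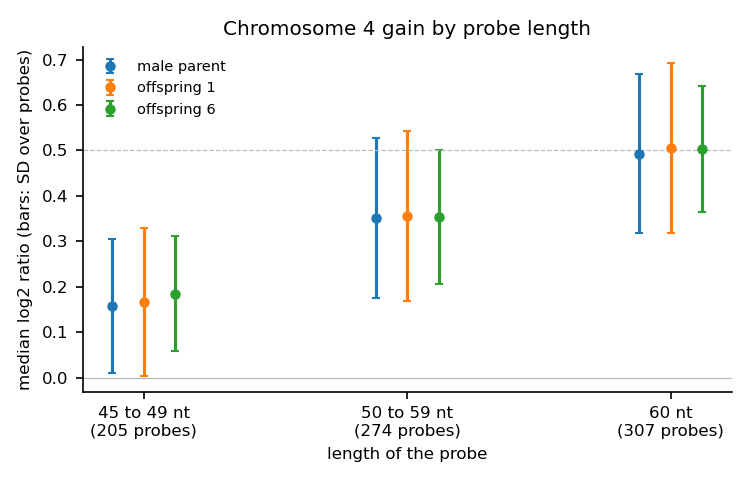
Median log2 ratio (vertical axis) of the chromosome 4 stretch in 3 classes of probe length in nt (horizontal axis) for the male parent and offspring 1 and 6, with bars for the SD over probes. The medians were 0.16 to 0.18 for the shortest probes and 0.49 to 0.51 for those of 60 nt.

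The stretches fell into a few sets of mice. A set made up of the female parent and offspring 4, 5 and 6 carried 12 of the 13 regions of the female parent, on 7 chromosomes. Besides the chromosome 3 loss, these included losses on chromosome 5 between 126317939 and 126329901 with 18 positive probes out of 46, and a gain on chromosome 18, 35428246 to 35428306, with ratios of 0.79, 0.81, 0.62 and 0.73. The same 4 mice had X probe medians of 0.80, 0.84, 0.82 and 0.83, against -0.03 to 0.00 in the other 4 mice. Another set, which comprised the male parent and offspring 1 and 2, had weaker losses over 10 stretches of 2 positive probes each. Their medians were -0.28 to -0.65 in the male parent, -0.49 to -0.77 in offspring 1 and -0.44 to -0.59 in offspring 2.

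**Figure D4:**
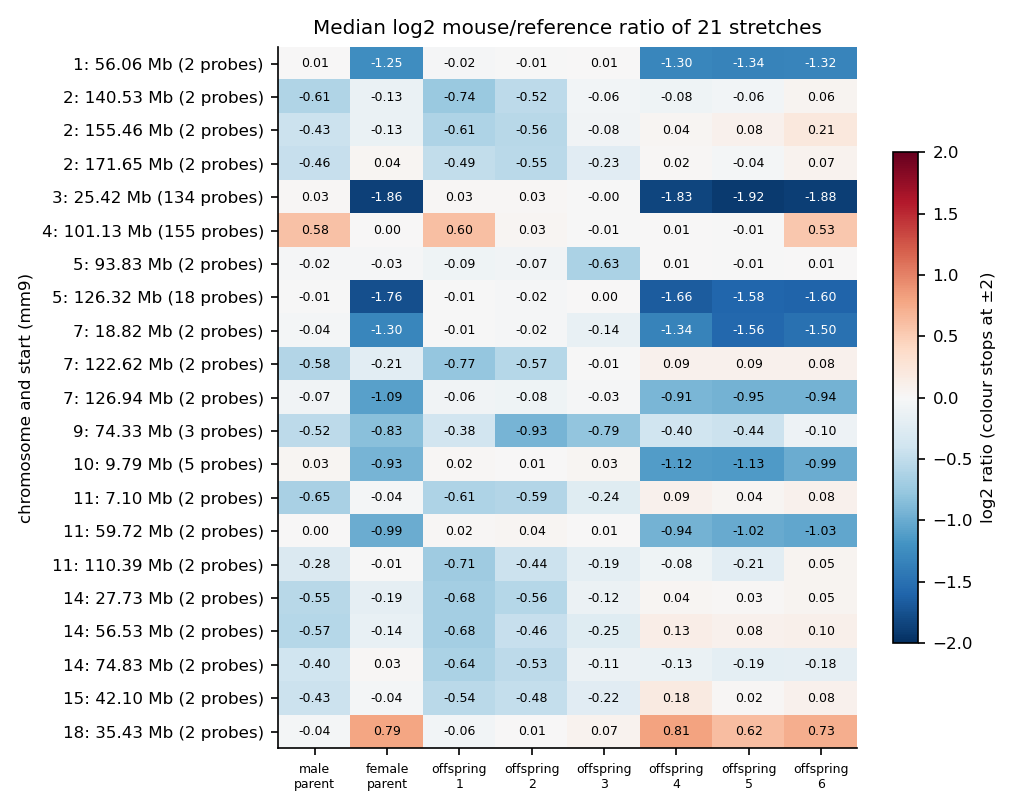
Median log2 mouse/reference ratio (colour, which stops at 2 in either direction, and printed value) of the positive probes of 21 stretches by chromosome and start on mm9 (vertical axis) in each of the 8 mice (horizontal axis). The chromosome 3 loss was -1.86 in the female parent and -1.83 to -1.92 in offspring 4, 5 and 6, and the chromosome 4 gain was 0.58 in the male parent, 0.60 in offspring 1 and 0.53 in offspring 6.

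The question of the screening was which changes of an offspring were seen in neither parent. By the rule, 21 candidate de novo regions were called, 17 gains and 4 losses, of 2 to 4 probes each. Offspring 1 had 11, offspring 6 had 9, offspring 3 had 1, and the other offspring had 0. No candidate was left when the offspring also had to differ from each parent by more than 0.5 at each probe, and 178 were called with only the array that had the mouse in Cy5. The count was 10 without offspring 1 and 12 without offspring 6.

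All 17 gains lay inside the chromosome 4 stretch that the male parent also showed. The 3 named ones were at 101132693 to 101133395 in offspring 1 (0.61, 4 probes), 101131271 to 101131641 in offspring 1 (0.72, 3 probes) and 101167182 to 101167433 in offspring 6 (0.64, 3 probes). The male parent had ratios of 0.53, 0.60 and 0.55 at these probes, and the female parent 0.03, 0.06 and 0.10. The 2 named losses were in offspring 1. At chromosome 11, 110393794 to 110393907, the ratio was -0.71 in offspring 1, -0.28 in the male parent and -0.01 in the female parent. At chromosome 14, 27733915 to 27734041, it was -0.68 in offspring 1, -0.55 in the male parent and -0.19 in the female parent. The loss in offspring 3 lay at chromosome 5, 93827988 to 93828065, with ratios of -0.72 and -0.53 at 2 probes that shared 31 bases, and -0.02 and -0.03 in the male and female parents over the run.

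**Figure D5:**
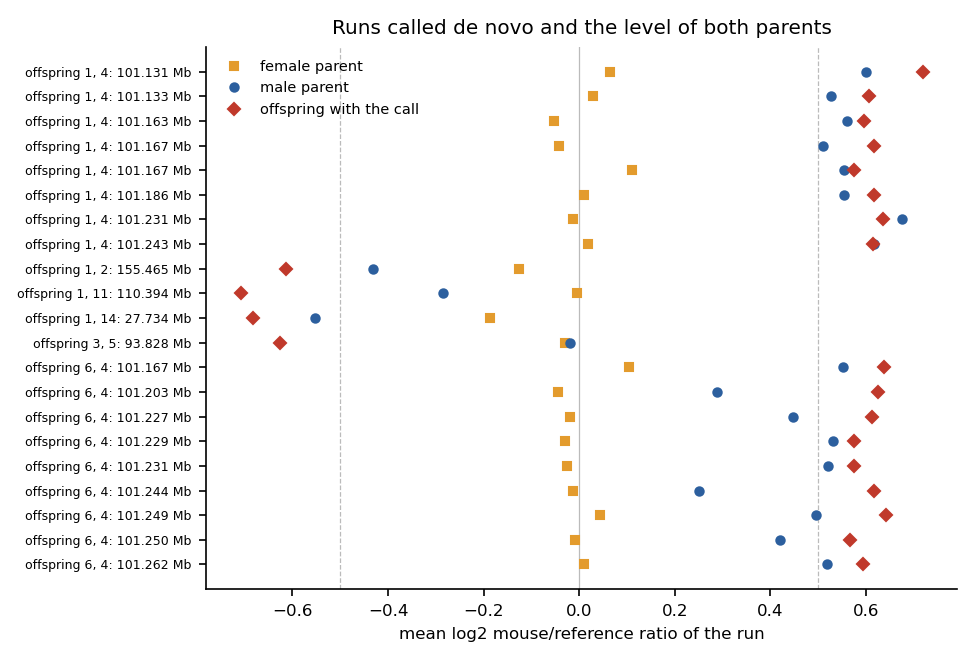
Mean log2 mouse/reference ratio (horizontal axis) of the 21 candidate de novo regions by offspring, chromosome and start in Mb on mm9 (vertical axis), with symbols for the offspring with the call, the male parent and the female parent, and dashed lines at 0.5 in either direction. The male parent lay between 0.25 and 0.68 over the 17 gains, and the female parent between -0.05 and 0.11.

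The last comparison asked whether a region of 1 parent was found in the share of offspring that a heterozygous difference would give, 0.5. The 39 regions carried by exactly 1 parent were carried in 67 of 234 pairs of region and offspring, 28.6% (95% CI 22.9% to 34.9%), with p = 4.94e-11 in the exact binomial test. The 26 regions of the male parent lay on 2 chromosomes, 25 of them inside the chromosome 4 stretch, and were carried in 29 of 156 pairs, 18.6% (CI 12.8% to 25.6%), with p = 7.91e-16 in the exact binomial test. The 13 regions of the female parent lay on 8 chromosomes and were carried in 38 of 78 pairs, 48.7% (CI 37.2% to 60.3%), with p = 0.910 in the exact binomial test. Regions of the same stretch are not independent. With 1 region per chromosome the share was 43.3% (p = 0.366, exact binomial test). With regions joined into stretches it was 41.7% (p = 0.156, exact binomial test). At a threshold of 0.8 it was 50% (p = 1, exact binomial test), so that the difference from 0.5 did not hold. On 7 of the 8 chromosomes of the female parent, the regions were carried by the same set of offspring. Much of each share then repeats 1 split of the offspring, so that these tests cannot decide on heterozygous transmission.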

Values the study reported

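The study reported at least 1 de novo deletion in 20.4% of the F1 mice of irradiated males (29 of 142) and in 7.1% of those of non-irradiated males (11 of 156), counted after qPCR. It listed 31 deletions and 1 duplication for the irradiated group, and 11 deletions and 3 duplications for the other. F1 mice with more than 3 de novo CNVs after qPCR were left out of these counts and listed apart.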

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

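The tests of slide 2, of a shift of the array and of the sex of the offspring were chosen only after the results were seen. In the group of 6 offspring, the highest and the lowest offspring were compared with the gap to the nearest of the others for 18 measures, and 5 measures had an offspring far from the rest. Chance gives this in about 1 in 20 groups, and the measures are related, since 4 of the 5 concern offspring 3 and signal strength.

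Offspring 3 had more spots that were not well above background, with means over its arrays of 1384.5 in the reference channel and 1409 in the mouse channel, against 366 to 568 and 356 to 608 in the other offspring. At the same time its median signals were higher, at 947 in the reference channel and 952 in the mouse channel, against 827 to 842 and 822 to 851. The reference DNA was the same on all arrays as far as the labels give it, and its channel moved like that of the mouse. A candidate explanation is a difference of slide 2 in hybridisation or scanning. That slide held 1 mouse, offspring 3, so that slide and mouse cannot be told apart. The design names no biological difference between offspring, and no biological explanation was tested.

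Offspring 5 had a mean of 181.5 spots marked as outliers by the scanner software, against 101.5 to 129.5 in the other offspring. The array with the mouse in Cy3 had 256 such spots and the other array 107. These spots were left out, and keeping them gave the same number of candidate de novo regions, 21. No cause was tested, technical or biological.

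The X probes were not used in the main comparisons. Their median log2 ratio was 0.84 in offspring 4, 0.82 in offspring 5 and 0.83 in offspring 6, while the male parent had 0.00 and the female parent 0.80. A shift of the whole array is argued against, since it would move X and Y probes alike, while the Y ratio minus the X ratio was -2.21 or lower in each of these offspring. The values are consistent with these offspring being female, as the Y probes also fell, with a median no higher than -1.38 in these 3 offspring, -1.18 in the female parent and -0.06 to 0.01 in the other 4 mice, though only 3 Y probes were on the array. The labels do not give the sex of the offspring. Male sex of these 3 offspring is argued against, since the male parent had an X median of 0.00 and a Y median within the range of those 4 mice.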

How the results depend on the processing

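The tests that joined regions into stretches, took a probe as positive from the mean of both arrays, or left out an offspring from the counts per mouse were chosen only after the results were seen. No paired analysis was possible because the parents are 1 animal each and the offspring share no numbering with them that pairs the mice.

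The count of 1 probe whose family mean differed from the reference was kept within 1.5 times by 11 of 18 alternatives. It was 12 with no limit on the ratio, 260 with only the array that had the mouse in Cy5 and 293 with only the array in Cy3. In these, each probe keeps its dye effect, which the mean of both arrays removes. It was 0 with the slide as a random block, where limma had 3071 probes at an unadjusted p under 0.05. With a mouse left out it was 0 to 1, and it was 0 without offspring 1, 4 or 5. Offspring minus parents stayed at 0 probes in limma under all 18 alternatives, with 785 to 2919 at an unadjusted p under 0.05.

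The difference in positive probes per mouse changed sign under 10 of 17 alternatives and never passed the threshold, with p of 0.714 to 1 in exact permutation tests. The mice of slide 1 alone give 6 splits, too few for a p under 0.05, so that this alternative could not have passed. It was -2.5 with normexp, -3.17 with no centring, -7.5 with dim probes left out, -3.83 with only the array in Cy3, -18.5 with the mice of slide 1 only and -13.5 with the mean of both arrays. Leaving out each offspring gave -20.7 (without offspring 6) to 34.5 (without offspring 3). The cause was not tested, and a difference this small next to an SD of 109 between offspring has no direction to keep. The difference in private regions did not change sign in 20 of 22 alternatives, and was 0 at a threshold of 0.8 and with 3 or more probes. It moved most with only the array in Cy5, to 15.3 (p = 0.286, exact permutation test), and was 11.3 with only the array in Cy3 and 4 with the mice of slide 1 only. It was -0.333 with dim probes left out and ranged from -6 to 1.2 with an offspring left out. The lowest was without offspring 1, which held 14 of the private regions. There the mean of the offspring fell from 3.5 to 2, and that of the parents rose from 3 to 8. Regions carried only by the male parent and offspring 1 then count as private to the male parent.

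The count of 63 carried regions was kept within 1.5 times by 8 of 15 alternatives. It was 30 with normexp, 9 at a threshold of 0.8, 340 and 279 with only the array in Cy5 or Cy3, 25 with 3 or more probes, 101 with the mean of both arrays and 21 with regions joined into stretches. The 21 candidate de novo regions were kept within 1.5 times by 11 of 21 alternatives. They numbered 8 with normexp, 0 at a threshold of 0.8, 178 and 102 with only the array in Cy5 or Cy3, 3 with 3 or more probes, 0 with a difference of more than 0.5 from each parent required, 33 with the mean of both arrays and 6 with regions joined into stretches. Leaving out each offspring gave 10 (without offspring 1) to 21 (12 without offspring 6), since a count over fewer offspring loses their calls. Stricter rules lower such counts by construction. The cause of the fall under normexp, whose offset draws ratios toward 0, was not tested.

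The share of offspring that carried a region of 1 parent stayed under 50% and past the threshold in 13 of 16 alternatives. It was 43.3% with 1 region per chromosome (p = 0.366, exact binomial test), 41.7% with regions joined into stretches (p = 0.156, exact binomial test) and 50% at a threshold of 0.8 (p = 1, exact binomial test). In the first pair of these the chromosome 4 stretch counts once instead of as 25 regions of the male parent, and the threshold of 0.8 leaves out gains of its size. Many of the regions then left share 1 set of offspring, so that these p-values do not test heterozygous transmission.

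Signal over background had a median of 15.5 or more on each array, and leaving out dim probes gave 57 carried regions. Inside the chromosome 4 gain the ratio was nearer to 0 in brighter probes (rho of -0.569 in the male parent), so that low signal was not seen to limit the ratio there. The simulated gain of 1 copy in 2 had 43.9% of the probes of its carriers positive, against 99.2% for a simulated loss of 1, so that the threshold of 0.5 limits gains more than losses.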

Other observations

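The tests chosen only after the results were seen were those of independent inheritance, slide, sex-chromosome copies, the gain of the male parent, a gain absent from both parents, a further copy on top of the gain, the loss in offspring 3, the graded probes of chromosome 9, the probe of chromosome 13, and probe length on chromosome 3. The tests of background correction, spot position, probe length and brightness, the rule of a difference of more than 0.5 from each parent, and length alone were set before their results were seen.

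Of the 6 offspring, 2 had a loss among the candidate de novo regions, 33.3% (95% CI 4.33% to 77.7%, Clopper-Pearson), and no candidate was left at a threshold of 0.8 or with a difference of more than 0.5 from each parent required. That share is higher than the values quoted from the study above, but those were counted by a stricter rule and after qPCR. The study required a probe that was positive on its first screening arrays and again, with a neighbour, on the second ones. The shares are thus not comparable, and an interval this wide would show no difference in any case. The losses of offspring 1 belong to a set also seen in the male parent. Among the de novo CNVs listed by the study after qPCR, none was given for a mouse with the label of this family.

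The losses and the gain shared by the female parent and offspring 4, 5 and 6 lay on 7 of the 8 chromosomes on which the female parent carried a region. Independent inheritance by chromosome is argued against, because so many chromosomes with 1 set of offspring out of 64 have a chance of at most 1.15e-10. A slide effect is argued against, since the female parent differed by at least 0.78 from the other 3 mice of its slide at all 12 regions. The background correction of the scanner software is argued against, since the chromosome 3 loss was still -1.63 to -1.67 in these mice after normexp. A candidate explanation is that these probes read sequence that is also present on a sex chromosome in several copies, so that a mouse with another sex-chromosome content than the male reference differs. It predicts further probes with the same set, and 48 single probes outside the runs, on 16 chromosomes, were positive in these 4 mice and no others, against 2 probes for all other sets of 4 mice. Of the 48, 47 were losses, with a median of -1.25, and 33 of them were below -1. A single further copy would not give these values, since its limit is -0.58 on the Y and 0.42 on the X, while the chromosome 3 loss was near -1.77, the lowest probe of the regions was -5.40 and the chromosome 18 gain was 0.62 to 0.81. The number of copies was not tested. No sequence was matched, so that this remains a hypothesis, and the transmission of the 12 regions may then reflect sex, not autosomal inheritance.

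The gain on chromosome 4 was on 2 slides that each held carriers and non-carriers, which argues against a slide effect. Of the 6 offspring, 2 carried it, which is consistent with a heterozygous gain of the male parent passed on to part of the offspring (p = 0.688, exact binomial test, two-sided). With 6 offspring this test excludes few other shares.

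The short runs called de novo inside this gain may be parts of the gain of the male parent that missed the threshold in at least 1 of its arrays. Of their 38 probes, 32 were under the threshold in 1 array of the male parent and 6 in both. The male parent had a median of 0.53 over the 17 runs, the female parent -0.01 and the offspring 0.61, and the male parent was nearer to the offspring than to 0 in 15 of them. In simulated data, the rule without a required difference from the parents called 69 runs of inherited gains new. The simulated gains had a larger ratio than this one, so that the number itself does not carry over. A gain new in the offspring and absent from both parents is argued against, since the male parent had a mean of 0.25 or higher over each run, above the female parent with -0.05 to 0.11. A further copy on top of the gain would add up to 0.42, and the median difference of the offspring from the male parent was 0.0801, with quartiles of 0.0435 and 0.145, which argues against it for the runs as a set. For single runs, with differences of up to 0.37, it stays open, and at 1 probe the male parent was at -0.01. The rule that asked for a difference of more than 0.5 from each parent left 0 of the runs, but could not have kept a further copy, so that it decides nothing about a copy-number change new in the offspring.

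The weak losses in the male parent and offspring 1 and 2 comprised 10 of 11 stretches and 5 of 6 chromosomes with the same lowest offspring. The chance of this under independent inheritance, at most 0.000112, decides nothing, because the stretches were found from losses in these mice. Across 51389 autosomal probes outside the runs, which are not independent replicates, the ratios of these mice were correlated, with r of 0.712, 0.674 and 0.719. For these shared ratios, independent inheritance by chromosome is argued against, since offspring 1 and 2 had the highest correlations with the male parent on 19 of 19 autosomes. All 3 mice lay on slide 1. The female parent, on the same slide, had r of 0.107 with the male parent, 0.107 with offspring 1 and 0.0682 with offspring 2, which goes against a slide effect, but it is the only other mouse of the slide, so that the slide stays open. The position of the spots is argued against, since the deviations of repeated spots from their probe mean had r of 0.0913 between the male parent and offspring 1, while the probe means had 0.899. Probe length and brightness are argued against, since r was still 0.698 after their class means were removed. A difference in the preparation or state of the DNA samples stays open as untested. Per the study, tails of dams were taken after weaning, but those of sires and offspring when they died naturally. The low correlations of the female parent thus cannot separate the slide from this difference in sampling. As 3 of the 4 candidate de novo losses belong to this set, in offspring 1, they may share its source.

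The loss in offspring 3 on chromosome 5 is not explained by a loss of a parent that missed the threshold, since the lower of both parents had -0.0289. A loss that reaches the probe before the run is argued against, since offspring 3 had -0.23 there, higher by 0.0572 than the lowest of the other mice, which had -0.29 to 0.01. The probe after the run, which shares 16 nt with it, had -0.18 in offspring 3, and the lowest of the other mice had -0.08. A loss that ends within this probe and an effect at the bases shared by both probes of the run cannot be told apart, since only 2 overlapping probes are low. The second probe, at -0.53 with -0.03 in the female parent, fell just short of a difference of 0.5, so that this run was lost under the stricter rule by a small margin. A new deletion in this offspring remains possible and was not tested here, and the study listed none after qPCR for a mouse with the label of this family.

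At 3 overlapping probes of chromosome 9, 74330099 to 74330215, the mice had graded losses. At the first of them the ratio was -0.65 in the male parent, -1.41 in the female parent, and -0.64, -1.75, -1.04, -0.83, -0.74 and -0.23 in offspring 1 to 6. The SD between mice was 4.15 to 5.65 times the SD of the dye effect at these probes. At the probe of chromosome 13 with a gain in all 8 mice, the same quotient was 5.25. The dye effect is taken within 1 pair of DNA samples and leaves out the spread between DNA preparations, so that the quotients exclude neither labelling noise at the probes of chromosome 9 nor a variant of the reference mouse alone at that of chromosome 13. Sequence that differs in copy number among the mice of the family stays open as well, as untested.

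Short probes showed ratios nearer to 0 inside the called stretches. Across the probes of the chromosome 3 loss, Spearman's rho of length and ratio was -0.402 in the female parent and -0.393 to -0.441 over the 4 mice with the loss, which is consistent with an effect of probe length. Longer probes were also dimmer. Across 304 probes of 60 nt in the chromosome 4 gain, brightness and ratio had rho of -0.154 in the male parent, -0.122 in offspring 1 and -0.553 in offspring 6, so that length and brightness cannot be told apart by these data.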
